A study of Homo sapiens with 4 samples.

How the data were processed

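The measurement was CUT&RUN, in which an antibody directs a nuclease to a chromatin protein and the released DNA is sequenced. The antibody was raised against the V5 peptide tag carried by the introduced protein. The cells were BJ fibroblasts, an established human foreskin fibroblast line, after 48 h of ectopic expression of full-length SOX2 or of its DNA-binding domain (SOX2-DBD). The 4 samples fell into 2 groups of 2 by their labels, and each peak list analysed belonged to replicate 1 of its group. No file of replicate 2 was analysed here. Whether the lists were called on replicate 1 alone or on both replicates is not stated in the labels, so no value has an error between replicates.

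The 3 lists were a SOX2 list, a SOX2-DBD list and a SOX2 list named as down-sampled. Coordinates were taken as hg19 from the file names, and 0 intervals reached beyond a chromosome end of the GRCh37 sequence. The total and maximum signal of each interval are the authors' deposited values, and neither their normalization nor the aligner, the peak caller, the threshold, the filters or the sequencing depth is stated in the labels. The order of the columns is that of the SEACR peak caller, which no label names. Signal was therefore used only within a list, to rank its intervals and to describe classes of interval and chromosomes. The down-sampled list carries positions without signal, and how it was made is not stated beyond its name.

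Row for row, 15954 rows occurred in both the SOX2 and the SOX2-DBD list with the same positions and the same signal values. Those rows carried a seventh column in the SOX2 list. Exact duplicates (1654 rows in each of these lists) were counted once, which left 57907 SOX2 intervals, 15220 SOX2-DBD intervals and 38291 down-sampled intervals. Intervals were classed as SOX2-only (43607), shared (14300) or SOX2-DBD-only (920). Of the shared intervals, 5120 (35.8%) had a total signal under 2233, the lowest among the SOX2-DBD-only intervals. The lists give 1 set of values for each shared interval, and the group it was measured in is not stated. The lowest total signal was 1184 in both shared and SOX2-only intervals. The lowest maximum signal was 3 in both, against 10 in SOX2-DBD-only intervals. These values argue against measurement of the shared intervals in the SOX2-DBD group. Ranking by signal still sets values of different libraries side by side in at least 1 list, by these values the SOX2-DBD list. This limits every result that rests on such a ranking.

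Overlap was counted from 1 bp. The overlap of unrelated placements was taken from 1000 circular shifts of the SOX2-DBD intervals within each chromosome, which keep widths and spacing. Intervals on shares are Wilson 95% confidence intervals. They cover counting error over intervals, which are not replicates, and not the variation between samples. No p-value across peaks is given, because there was 1 list per group. SOX2 intervals were split into 10 equal-sized bins of total signal with ties broken at random from a fixed seed. Interval centres were placed within 1 kb of a transcription start, in an exon, in an intron or outside genes of GENCODE release 44 mapped to GRCh37, in that order, beside 1000 shifts of the same list. The SOX core motif ACAAWG (W is A or T) was sought on both strands in the 200-bp window at each centre and in a window of the same size 10 kb downstream, and windows with undetermined bases were left out. In all, 14 motifs were counted. Repeated sequence was measured as 31-mers that occur more than once in the genome.

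The intervals named were the 3 with the highest total signal in the SOX2 list, in the SOX2-DBD list, among SOX2-only intervals and among SOX2-DBD-only intervals, any interval on SOX2, and those within 10 kb of POU5F1, NANOG, FGF4, UTF1, LEFTY1, SALL4 or LIN28B. Some items that the rule selects are not reported here. This rule, the comparisons and most of the alternatives were fixed before the data were examined. Alternatives covered the overlap rule, interval size, merging within 500 bp, the list used, the signal threshold, the chromosomes, the placement of unrelated intervals, the window around transcription starts and the motif.

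The code was tested on simulated data. For the overlap of a simulated SOX2-DBD list of 15012 intervals with the SOX2 list, the planted share of 30.4% was recovered as 30.4%, and 500 of 500 intervals checked by brute force gave the same answer. A planted motif share of 25.0% was recovered as 25.0%. Work was done in python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyfaidx 0.9.0.4, numba 0.67.0 and matplotlib 3.10.9, with samtools 1.23.1 to index the genome.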

Results

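Binding of V5-tagged SOX2 and of its DNA-binding domain (SOX2-DBD) was mapped by CUT&RUN in BJ human foreskin fibroblasts after 48 h of ectopic expression, with 2 samples per group. The series concerns how the pioneer factors FOXA1 and SOX2 scan and target compacted chromatin, and the comparison asked which SOX2 sites were also occupied by the DNA-binding domain alone. The data analysed were peak lists attached to replicate 1 of each group. The depth of the libraries is unknown, and there were no replicate values, so the differences below have no replicate check.

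The SOX2 list held 57907 intervals with a median width of 513 bp (interquartile range 389 to 689 bp), covering 32.8 Mb. The SOX2-DBD list held 15220 intervals with a median width of 386 bp (276 to 540 bp), covering 6.74 Mb. The down-sampled SOX2 list held 38291 intervals with a median width of 410 bp (319 to 544 bp), covering 17.5 Mb. Keeping the intervals of higher signal, 50% by rank, moved the median width most, to 671 bp in the SOX2 list.

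Of the SOX2-DBD intervals, 14300 of 15220 (94.0%, Wilson 95% confidence interval 93.6 to 94.3) overlapped a SOX2 interval. Circular shifts gave a mean of 2.08%, and the highest of the 1000 shifts gave 2.46%. Each of these shared intervals had identical positions in both lists, so the share describes how the lists were assembled as well as where the proteins were found. In the reverse direction, 14300 of 57907 SOX2 intervals (24.7%, 24.3 to 25.0) overlapped a SOX2-DBD interval, against a mean of 0.543% and a highest value of 0.646% in the shifts. With equal numbers of intervals taken by total signal, the overlap was 34.1% in both directions, the alternative that moved the first share most. The remaining 920 SOX2-DBD intervals lay at a median distance of 13.3 kb from the nearest SOX2 interval, and 33 of them (3.59%) lay within 1 kb.

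Of the down-sampled SOX2 intervals, 37600 of 38291 (98.2%, 98.1 to 98.3) overlapped a SOX2 interval, and 691 overlapped none. Conversely, 64.3% (63.9 to 64.7) of the SOX2 intervals were found in the down-sampled list. Against the down-sampled list, 9190 of 15220 SOX2-DBD intervals (60.4%, 59.6 to 61.2) had an overlap, above the mean of 1.23% and the highest value of 1.94% in the shifts. Of the down-sampled intervals, 23.9% (23.4 to 24.3) overlapped a SOX2-DBD interval, against 24.7% of the full SOX2 list.

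The share of SOX2 intervals that were shared with SOX2-DBD rose with the total signal within the list. It was 17.8% (16.8 to 18.8) in the lowest of 10 equal-sized bins and 41.4% (40.1 to 42.6) in the highest. The difference between the highest and the lowest bin was 23.6 percentage points, and it was 21.2 points when intervals with the same signal values were counted once. If the values of shared intervals were measured in the SOX2-DBD group, this ranking mixes libraries, but their lowest values argue against that. The share found in the down-sampled list ranged from 63.5% to 65.8% over the same bins.

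**Figure D1:**
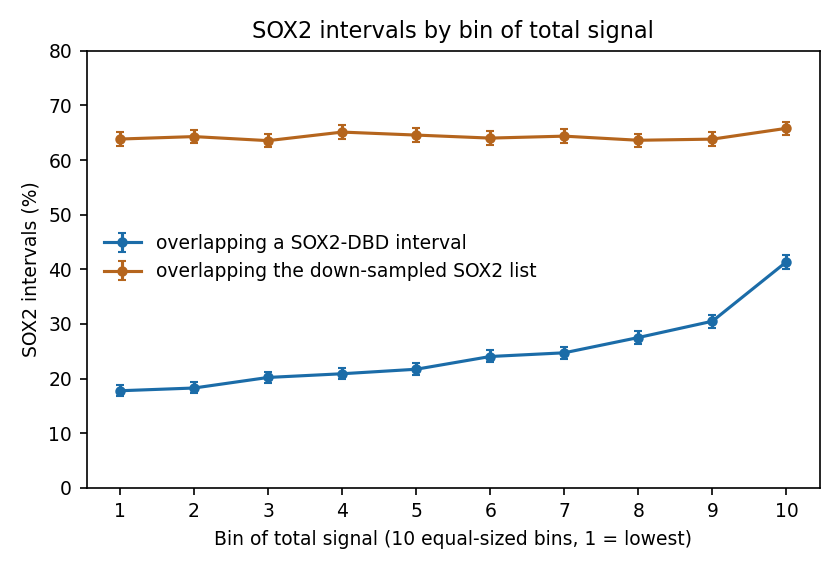
Percentage of SOX2 intervals (vertical axis) that overlapped a SOX2-DBD interval (blue) or the down-sampled SOX2 list (brown) in each of 10 equal-sized bins of total signal (horizontal axis, 1 is the lowest), with Wilson 95% confidence intervals. The blue points rise from 17.8% to 41.4%, while the brown points stay between 63.5% and 65.8%.

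Width differed between the classes of interval. SOX2-only intervals had a median width of 559 bp (interquartile range 436 to 740 bp), shared intervals 373 bp (268 to 504 bp) and SOX2-DBD-only intervals 1036.5 bp (761.75 to 1361 bp). The shared class included 409 intervals under 50 bp. The region of maximum signal given for an interval lay outside it, at least in part, in 24.4% of shared intervals. This was so in 0% of the SOX2-only and SOX2-DBD-only intervals. The width and the signal values of a shared interval therefore need not describe the same stretch. The 14300 shared intervals also held only 13887 distinct sets of signal values. These values argue that at least some shared intervals were cut down when the lists were assembled, although how this was done is not stated. Their narrower width therefore cannot be ascribed to binding. The same limit applies to the median width of the SOX2-DBD list, most of whose intervals are shared. Within the SOX2 list, median total signal was 2278 in SOX2-only and 2742 in shared intervals, with a lowest value of 1184 in both classes. The group in which shared intervals were measured is not stated, although the common lowest value argues against the SOX2-DBD group. SOX2-DBD-only intervals had a median of 4204.5 and a lowest value of 2233, which cannot be set against the SOX2-only values because the normalization is not stated.

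Relative to annotated genes, 6.77% (6.57 to 6.98) of SOX2 interval centres lay within 1 kb of a transcription start, within the 6.40% to 7.41% spanned by shifts of the same list. A further 4.47% lay in exons (shift mean 3.10%), 64.2% in introns (50.2%) and 24.6% outside genes (39.8%). Of the SOX2-DBD centres, 8.12% (7.70 to 8.57) lay within 1 kb of a transcription start, above the highest shift at 7.59%, while 60.9% lay in introns and 27.4% outside genes. By class, the share near a transcription start was 6.40% in SOX2-only, 7.90% in shared and 11.5% (9.62 to 13.7) in SOX2-DBD-only intervals, the last against a highest shift of 9.78%. These shifts could fall on undetermined bases, where no interval can lie, which would lower the shift shares near starts, in exons and in introns. Shifts over determined bases were not run for positions against genes, so the margins over the shifts are uncertain. Counting starts within 5 kb raised the shares most, to 28.3% for SOX2 and 29.1% for SOX2-DBD.

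The SOX core motif ACAAWG was present in 47.3% (46.9 to 47.7) of the windows at SOX2 centres and in 27.7% of the windows 10 kb downstream. It was present in 47.9% (47.1 to 48.7) of the SOX2-DBD windows, and in both lists the share was 1.71 times the downstream share. In the down-sampled SOX2 list the values were 48.3% and 27.9%. As 14300 of the 15220 SOX2-DBD intervals were also in the SOX2 list, the shares of these lists were not independent. Among the classes, which have no interval in common, the motif was found in 46.9% (46.5 to 47.4) of SOX2-only, 48.3% (47.5 to 49.1) of shared and 40.9% (37.7 to 44.1) of SOX2-DBD-only windows, and shared windows exceeded SOX2-only windows by 1.38 percentage points (0.434 to 2.32). The SOX2-DBD-only share was 1.65 times its downstream share of 24.8%, against 1.71 times in SOX2-only and in shared windows. Windows at SOX2 centres had a GC content of 33.9%, against 39.5% downstream. By class, GC content was 33.4% in SOX2-only, 35.4% in shared and 40.6% in SOX2-DBD-only windows, against 39.5%, 39.6% and 41.1% downstream. The SOX core motif was not compared at equal GC content, so the lower SOX2-DBD-only share cannot be separated from base composition. Nor can the size of the excess over downstream windows in SOX2-only and shared intervals. In SOX2-DBD-only windows, GC content was close to that downstream, and the share was still 1.65 times the downstream share. The longer motif WWCAAWGG moved the share most, to 12.2% for SOX2 against 6.72% downstream.

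**Figure D2:**
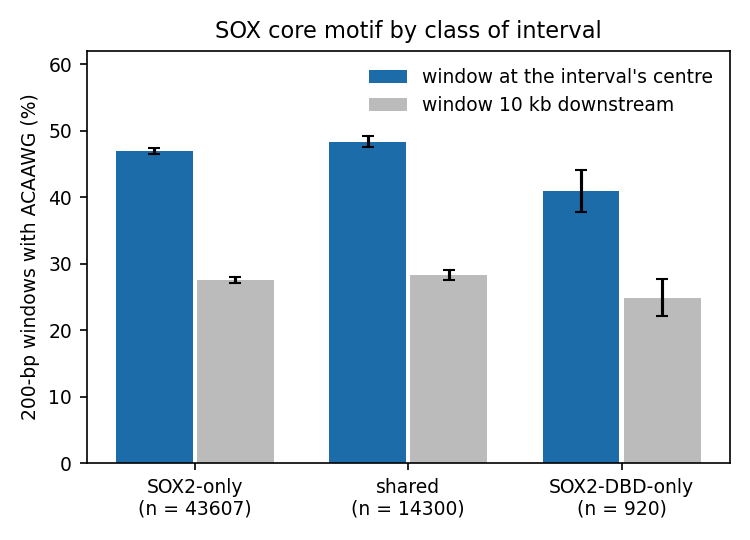
Percentage of 200-bp windows holding ACAAWG (vertical axis) at the centres of SOX2-only, shared and SOX2-DBD-only intervals (blue) and 10 kb downstream (grey), with Wilson 95% confidence intervals. The blue bars stand at 46.9%, 48.3% and 40.9%, each above its grey bar.

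The density of SOX2 intervals was 19.9 per Mb over the autosomes and ranged from 4.92 per Mb on chromosome 19 to 26.2 per Mb on chromosome 6. Chromosome X held 436 SOX2 intervals, or 2.81 per Mb, which is 14.1% of the autosomal density. For SOX2-DBD the autosomal density was 5.25 per Mb and chromosome X stood at 10.1% of it, from 82 intervals. Neighbouring SOX2 intervals lay a median of 16.2 kb apart, against 32.8 kb for uniform placement, and SOX2-DBD intervals 56.4 kb against 121.7 kb. Keeping only the higher-signal intervals lowered the density on X to 7.21% of the autosomal density for SOX2 and to 7.60% for SOX2-DBD, which reversed the order of the lists, although ranking by signal mixes libraries in at least 1 of them.

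**Figure D3:**
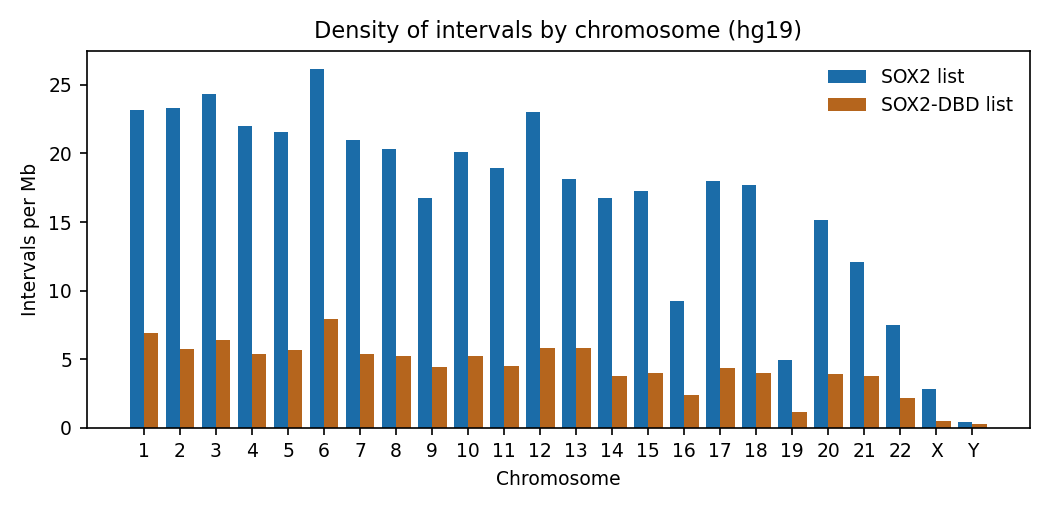
Intervals per Mb (vertical axis) on each chromosome of hg19 (horizontal axis) in the SOX2 list (blue) and the SOX2-DBD list (brown). Chromosome 6 has the highest bars of the autosomes and chromosome 19 the lowest, and X lies below every autosome.

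The interval with the highest total signal in the SOX2 list (520731) was SOX2-only and lay at 6:27100151-27100751 (hg19), over the coding sequence and untranslated region of H2BC11. The next was shared and lay at 11:5246140-5247348 over the end of HBB, with its centre in the untranslated region, 10.4% of its length in coding sequence and a total signal of 250582. The HBB interval also ranked highest in the SOX2-DBD list. The 3 highest of that list included the interval on SOX2 itself, at 3:181430151-181431102, with a total signal of 95465. That interval began 2 bp from the start of the SOX2 coding sequence and ended at its last base, and SOX2 was expressed ectopically in these cells.

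Among SOX2-only intervals, H2BC11 was followed by 3:125385215-125389863, outside genes, with a total signal of 21258, and by 8:130766711-130769649 in an intron of GSDMC, with 17240. Among SOX2-DBD-only intervals, the highest total signal (22417) was at 14:38060463-38061898, with 92.3% of its length in FOXA1 coding sequence. The next 2 lay outside genes, at 13:62685341-62689512 with a total signal of 16238 and at 12:164871-168977 with 15036. Of the 7 pluripotency genes examined, which were chosen in advance, only LIN28B had an interval within 10 kb. It held a shared interval in an intron at 6:105500374-105500687, with a total signal of 2623, and a SOX2-only interval in an intron at 6:105510763-105511202, with 1928.

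**Figure D4:**
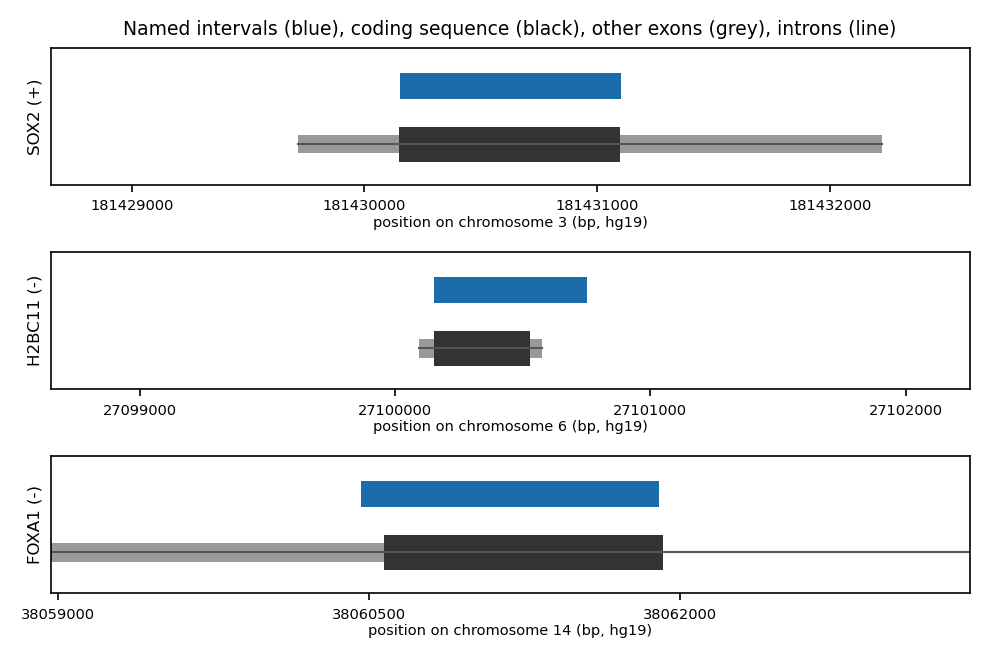
Named intervals (blue) at SOX2, H2BC11 and FOXA1, each above the gene's coding sequence (black), other exons (grey) and introns (line), along hg19 positions in bp (horizontal axis). The SOX2 interval matches the coding sequence to within 2 bp, and the H2BC11 interval reaches 222 bp beyond an end of its coding sequence.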

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

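The test in this part was chosen only after the result was seen. The seventh column of the SOX2 list, which has no stated meaning and enters no comparison above, was present in the rows shared with SOX2-DBD alone. It held whole numbers up to 6, and 4929 of the shared intervals (34.5%) had a value of at least 1. It drew attention because it is a signal in data outside the main measurement. The mean of the column was 0.363 in the 13248 intervals without the sequence AACAATRG (R is A or G), 1.37 in the 1009 intervals with 1 match and 2.26 in the 42 intervals with 2. Within 10 bands of interval width, intervals with a match exceeded those without by 0.960, and they did so in 10 of 10 bands. The same difference was 0.0210 for the forkhead sequence TGTTTAC, -0.0270 for the AP-1 sequence TGASTCA and -0.00576 for the octamer ATGCAAAT. The column may therefore be a count of SOX motif matches, made by a matrix that also accepts other sequences, which would account for values above 0 where no exact match was present. Another annotation that follows the same sequences was not tested, and no biological explanation was tested.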

How the results depend on the processing

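The alternatives added after the data were seen were the rows as deposited, the shifts over determined bases, intervals of the same signal values counted once, bins of maximum signal, protein-coding transcripts and the region of maximum signal. No paired analysis was possible because each group had a single list, of replicate 1, so leaving out each replicate in turn was not possible either. The score-based alternatives, the bins of signal included, were not run on the down-sampled list, which has no signal.

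The overlap of the SOX2 and SOX2-DBD lists exceeded every random placement run, with 100 placements for each alternative and 20 under the overlap rule based on the shorter interval. The shared intervals are identical in both lists, so the observed overlap had no room to fall under the other overlap rule, the resized intervals or the other placements, and these say nothing about its stability. No placement under any setting exceeded 4.81% of SOX2-DBD or 1.24% of SOX2 intervals. The shares themselves depended on the choice of intervals. The SOX2-DBD share was 60.4% against the down-sampled list, 89.7% between the upper 50% of both lists by total signal and 34.1% with equal numbers, and the SOX2 share was 23.9%, 23.6% and 34.1%. With equal numbers, the SOX2 intervals kept were those of highest total signal, in which the shared portion was larger (41.4% in the highest bin). The 60.4% is close to the product of the share of SOX2 intervals kept in the down-sampled list and the full overlap. The 89.7% is set by the lists, because shared intervals have the same total signal in both and the SOX2 list has the lower median, so only SOX2-DBD-only intervals can lack a partner. All these rankings mix libraries in at least 1 list.

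Keeping the upper 50% by total signal left 28953 SOX2 and 7610 SOX2-DBD intervals by construction, with median widths of 671 and 513 bp, covered lengths of 20.4 and 4.34 Mb and median spacings of 30.6 and 113.8 kb. Under the same setting, 6.44% of SOX2 and 7.58% of SOX2-DBD centres lay within 1 kb of a transcription start, 46.1% and 46.7% held the SOX core motif, and chromosome X stood at 7.21% and 7.60% of the autosomal density, the reverse of the order in the full lists (14.1% and 10.1%). Merging within 500 bp moved the median widths to 526, 404 and 418 bp in the SOX2, SOX2-DBD and down-sampled lists, and rows as deposited gave 508 and 379 bp in the first and second.

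A distance of 5 kb to a transcription start gave 28.3% and 29.1% for SOX2 and SOX2-DBD, and protein-coding transcripts gave 1.84% and 2.79%, by construction of the settings. Shifts were not run for these settings, so the position of SOX2-DBD above its shifts was examined at 1 kb and all transcripts only. The longer motif WWCAAWGG gave 12.2%, 12.5% and 12.4% in the SOX2, SOX2-DBD and down-sampled lists, and 100-bp windows gave 26.8%, 27.8% and 27.7%, each above the corresponding downstream share. The region of maximum signal gave 48.9% and 49.9% for SOX2 and SOX2-DBD. The difference between the highest and lowest bin was 21.2 percentage points with intervals of the same signal values counted once, and the cause was not tested. The other 14 values, for the transcription-start and motif shares of SOX2-only and shared intervals, all moved beyond their confidence intervals. Several of these settings change what is counted, so such values had to move. The share of shared intervals stayed above that of SOX2-only intervals in each setting, as with WWCAAWGG (12.7% against 12.0%). SOX2-DBD-only intervals were not among these 14 values. The unknown depth limits the comparison of list sizes, since a deeper library yields more intervals.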

Other observations

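The tests of the down-sampled list, of the SOX2 coding sequence, of introduced H2BC11, HBB and FOXA1 DNA and of chromosome X were chosen only after the results were seen, whereas the tests of the AP-1 motif, of repeated sequence and of other H2B genes were set before their values were known.

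Of 14 motifs counted, the AP-1 motif TGASTCA (S is C or G) was singled out after its values were seen. It was present in 6.59% (6.36 to 6.82) of SOX2-only windows, 16.9% (16.3 to 17.6) of shared windows and 14.3% (12.2 to 16.8) of SOX2-DBD-only windows, against 2.90% to 3.49% in windows 10 kb downstream. The difference between shared and SOX2-only windows was 10.3 percentage points (standard error 0.335, from counting), while the SOX core motif differed by 1.38 points (0.434 to 2.32). Stronger signal in shared intervals did not account for the difference, which was 10.7 points within bins of total signal and present in 10 of 10 bins. GC content did not account for it either, with 9.64 points remaining within bands of GC content and the shared class higher in 6 of 7 bands. Narrowed intervals with displaced centres left 10.9 points when windows were placed on the region of maximum signal. The difference was 9.85 points within the down-sampled list, but its classes rest on the same shared rows, so assembly of the lists cannot be told apart from a difference between the proteins. What also stays open is a hypothesis that the DNA-binding domain alone may be found more often at sites open in fibroblasts before expression, where AP-1 motifs are frequent. Chromatin accessibility was not analysed here, and a bias of CUT&RUN toward open chromatin that differs between libraries was not tested.

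The down-sampled SOX2 list kept intervals of low and high signal alike. In the lowest of 10 bins of total signal, 63.8% of SOX2 intervals were found in it, against 65.8% in the highest. Down-sampling of reads followed by new peak calling would lose weak intervals first, and this flat profile argues against it as the whole cause. The down-sampled interval lay inside its SOX2-only interval in 28466 of 28466 overlapping pairs, and the shared interval lay inside its down-sampled interval in 9190 of 9190. Positions were identical in 16.1% of the former pairs and 56.1% of the latter, so most boundaries of the former had been redrawn, as new calling would do. This argues against a random draw of listed intervals left unchanged. New calling combined with a selection unrelated to signal stays open. The 691 down-sampled intervals that overlapped no SOX2 interval remained unexplained. The SOX2-DBD overlap of 60.4% with this list was close to the product of the kept share and the full overlap, which is 60.4%. No biological explanation was tested.

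SOX2-DBD-only intervals were few and wide, with a median width of 1036.5 bp. Reads shared between near-identical copies present in the GRCh37 sequence did not account for most of their centres. There, 6.20% (4.81 to 7.94) of the 200-bp windows consisted mostly of repeated 31-mers. Copies missing from that sequence, and the parts of each interval outside its window, could not be seen by this count and stay open. The share 10 kb away was 13.5% (11.4 to 15.9). That comparison does not single out this class, because SOX2-only and shared windows also fell below the shares 10 kb away (10.8% and 10.6%). The share at SOX2-DBD-only intervals was above the 1.84% of SOX2-only and the 0.937% of shared windows, so repeated sequence stays open for some of them. A higher threshold in the SOX2-DBD library stays open, as does binding specific to the DNA-binding domain, and neither was tested.

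The interval on SOX2 may hold reads from the introduced SOX2 coding DNA and not from the chromosomal locus. Both of its ends lay within 10 bp of the ends of a single-exon coding sequence, and this was the case for 1 of the 57907 intervals of the SOX2 list. The interval is shared and has 1 set of values, so its extent in each library cannot be read from the lists. No biological explanation was tested.

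The H2BC11 interval had the highest total signal of the SOX2 list. Strong signal at active histone genes did not account for it, because 3 of 15 other H2B genes had an interval within 1 kb and the highest total signal among those was 2092, against 520731. Introduced H2BC11 coding DNA alone is also argued against, since the interval began 2 bp from an end of the coding sequence but reached 222 bp beyond the other. A longer introduced or contaminating fragment stays open, as does introduced coding DNA with added reads from the locus. The interval is absent from the SOX2-DBD list. The HBB interval, the strongest of the SOX2-DBD list, reached 688 bp beyond the end of the coding sequence, which argues against introduced HBB coding DNA alone. A construct or contaminating fragment that holds the end of the gene stays open for it, as does binding at the locus. In the SOX2-DBD-only class, 92.3% of the interval on FOXA1 was coding sequence, while 2 of 920 intervals (0.217%) had more than 50% of their length in coding sequence. It reached 107 bp beyond the end of the coding sequence, so FOXA1 coding DNA alone from another experiment would not give the whole interval. This does not exclude such coding DNA with added reads from the locus. A fragment with untranslated sequence, and binding at the gene itself, also stay open.

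Chromosome X had few intervals in both lists. A single copy of X may lower its signal and put intervals under the minimum of the caller, and the median total signal on X was 1762, against 2381 on the autosomes and 2294 on the lowest autosome. On the autosomes, 50.4% of SOX2 intervals had a total signal at least double the minimum, whereas the density on X was 14.1% of the autosomal density, so a plain halving of total signal would leave more intervals than were found. The remainder stays open, and the number of copies of X in these cells was not analysed here.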
